A study of Homo sapiens with 24 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

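H3K27ac ChIP-seq was done in MDA-MB-231, Hs578T, MCF7 and CAMA1 cells, untreated or treated with TWEAK. According to the labels the cells attached for 24 h, were starved for 8 h and received 10 ng/ml TWEAK for 48 h, renewed at 24 h. The labels give this dose for all 4 lines, while the methods of the study give a higher dose for the ER-positive lines. The series has 24 samples, of which 20 were H3K27ac libraries with a peak list each, and 4 were input samples without a file, not analysed here. The authors trimmed reads with Trimmomatic, mapped them to hg38 with Bowtie2 and called broad peaks with MACS2 in each library by itself, without pooling replicates. Versions were not stated. Blacklisted regions were removed with bedtools, and deepTools is named too. Each deposited list gives the mean fold enrichment of a peak over local background, which is a ratio. It also gives deposited −log10 p and −log10 q values per peak, and the smallest deposited −log10 q was 1.00. The deposited score is 10 times the −log10 q as a whole number. No read counts are given, so depth and counting error are unknown.

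Groups were defined by cell line and treatment from the labels, with 3 libraries per group in the TNBC lines and 2 in the ER-positive lines. The methods of the study speak of biological replicates for ChIP-seq in cell lines, and of cell line experiments done independently on different days. Neither they nor the labels say which libraries share a day or a culture, so the p-values measure only the spread between these samples, part of which may be technical. Whether library numbers pair untreated with TWEAK libraries was checked from the correlation of residuals over territories. In MDA-MB-231 libraries of the same number were correlated (0.248, 0.169 and 0.224), so a replicate block was fitted as an alternative. In Hs578T (−0.07, 0.44 and −0.38), MCF7 (−0.055) and CAMA1 (0.086) they were not taken as pairs.

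The genome was divided into 19882 territories, each the sequence nearest the canonical transcription start site of a protein-coding gene (GENCODE 44), up to 100 kb away, with a median of 60.6 kb. The kb of peak per territory was scaled to the mean total over libraries, 1 kb was added and log2 was taken. Territories with a mean of at least 0.5 kb and a peak in at least 2 libraries were tested (14928) with limma 3.58.1 (statmod 1.5.0, R 4.3.3), with 8 groups, 12 residual degrees of freedom, a mean-dependent trend and robust moderation. Tests were two-sided, and Benjamini-Hochberg adjusted p under 0.05 was called. The untreated comparison took the mean of the 4 line pairs and the largest of their adjusted p values. Differences between subtypes or lines in the response were tested as interactions. Values are differences of log2(kb + 1), not fold changes of signal.

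18 gene lists were tested with camera (preset correlation 0.01, and an estimated one beside it), adjusted over the lists: the NF-kB pathway, AP-1 and small MAF factors, JNK and MAPK regulators, cytokines and chemokines, NAD metabolism, purine and methionine metabolism, invasion with proteolysis and matrix, EMT regulators, filopodia and actin regulators, angiogenesis and growth factor ligands, YAP/TEAD targets, cell cycle, interferon response, the luminal and oestrogen receptor programme, the basal and mesenchymal-like programme, housekeeping genes, markers of other lineages, and 3 genes the study gave as examples of its TNBC dependency genes, whose full set was not used here. Members were also adjusted over the list alone. The genes named were chosen by rule: the 10 largest rises and falls among called territories with every TWEAK library beyond every untreated library of its line, the 5 with the smallest p in a direction where fewer than 5 passed, called members of the lists with up to 4 examples each, and TNFRSF12A, TNFSF12, NAMPT, ITGAV, KIF18A, NFKB2, RELB, MAFG, FOSL1 and JUN. Tests, lists, motifs, the named-gene rule and most alternatives were fixed before the data were examined.

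Regions were the union of the 20 lists, held by a library with at least 1 bp of peak. A region was gained where all TWEAK and no untreated libraries held it, and lost in the reverse case. Counts were tested against all relabellings of treatment within lines (one-sided exact test); the expected number shared by 2 lines is the product of their counts over all regions. Variable regions, held by 2 to 4 of the 6 libraries of each TNBC line and neither gained nor lost, were the background for distribution and motifs. Promoters reached 2.5 kb from 55524 protein-coding start sites. Motif matches of 14 consensus sequences (AP-1, NF-kB, MAF response element, TEAD, RUNX, ETS, CEBP, FOXA, GATA, GRHL, oestrogen response element, SP/KLF, NRF1 and CTCF) were counted in the central 500 bp of distal regions and tested with Fisher's exact test, two-sided, adjusted over the motifs. Regions are not independent replicates. The regions named have the largest smallest covered length over the libraries that hold them. Super-enhancer-like clusters were distal peaks stitched within 12.5 kb and ranked by fold enrichment times width, above the point where the ranked curve has slope 1. Per-library values were compared with exact permutation tests of treatment within lines, two-sided. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used.

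The procedure was tested on simulated data. Of territories shifted by 0.5, 1 and 2 on the log2 scale, 43.3, 91.0 and 100% were recovered for the TNBC lines, 8.96, 76.1 and 97.0% for MDA-MB-231 and 8.96, 67.2 and 97.0% for Hs578T, with 10, 6 and 7 false calls among 14928 territories. With no shift in the ER-positive lines 0 were called by limma. All of 50 and 200 planted gained regions were recovered. An NF-kB motif planted in 30% of regions was found in 31.5% against 4.90% of the background. Alternatives were territories limited to 25 kb or spanning the gene body with 50 kb flanks, distal peaks alone, no scaling, quantile normalization, pseudocounts of 0.25 and 4 kb, no filter, array weights, a replicate block, only the compared lines, lists of equal length (32536 peaks), a stricter threshold (q = 1e-05), a 50% overlap, other backgrounds, 1000 bp motif windows, 5 kb stitching, ranking by covered length, and each library left out in turn. Chosen after seeing the data were equal covered length (44.7 Mb per list), leaving out each pair of untreated Hs578T libraries, the scaling alternatives for the gene lists and motifs in single lines.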

Results

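The study addressed how TWEAK, a cytokine of the TNF superfamily that signals through the receptor Fn14 (gene TNFRSF12A), changes active regulatory elements in breast cancer cells. H3K27ac, a histone mark of active promoters and enhancers, was mapped by ChIP-seq in 4 cell lines. MDA-MB-231 and Hs578T are triple-negative (TNBC) lines with 3 untreated and 3 TWEAK-treated libraries each. MCF7 and CAMA1 are oestrogen receptor-positive (ER-positive) lines with 2 untreated and 2 TWEAK-treated libraries each. Each of the 20 libraries was a list of broad peaks in the human genome (hg38). MDA-MB-231 lists held 43261 to 46681 peaks untreated and 39708 to 44962 with TWEAK. Hs578T lists held 47273 to 58298 peaks and 64237 to 74985. MCF7 lists held 32536 to 39358 peaks and 36503 to 53961. CAMA1 lists held 37285 to 37878 peaks and 35276 to 44943.

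A gene's value is the length of H3K27ac peak, in kb scaled to total peak length, in the stretch of genome nearest its promoter (its territory). Differences are given on the log2(kb + 1) scale with the standard error of the limma fit. 14928 territories were tested, and a territory was called at an adjusted p under 0.05. In Hs578T the untreated libraries stood apart from one another. Untreated library 2 shared 58.02 to 68.7% of covered bases with the MDA-MB-231 libraries (Jaccard index) and library 3 56.7 to 68.3%. In their own line they shared 72.7% with each other, 57.96 and 55.97% with untreated library 1 and 36.2 to 57.4% and 35.7 to 56.5% with the TWEAK libraries. Hs578T-specific regions were those held by Hs578T TWEAK libraries 1 and 3 and by no MDA-MB-231 library. Untreated libraries 2 and 3 held 15.3 and 15.3% of them, untreated library 1 held 65.7% and TWEAK library 2 held 73.3%. Of the regions held by every MDA-MB-231 library and by neither of those TWEAK libraries, untreated libraries 2 and 3 held 76.1 and 81.9%, untreated library 1 held 50.5% and TWEAK library 2 held 72.0%.

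**Figure D1:**
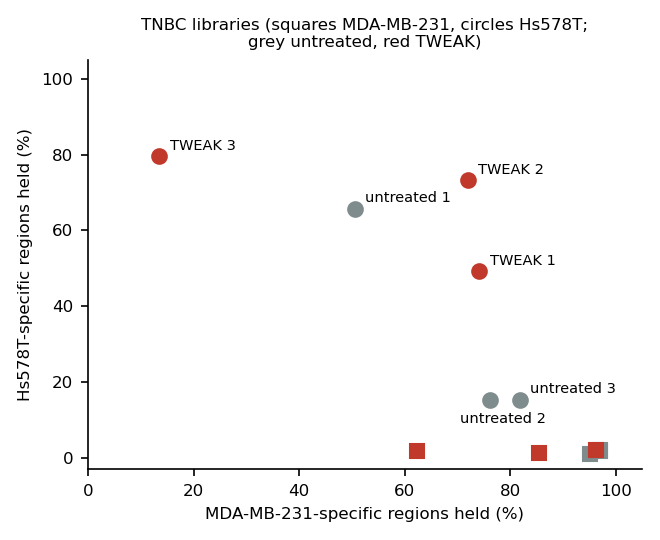
Share of MDA-MB-231-specific regions (horizontal axis, %) and of Hs578T-specific regions (vertical axis, %) held by each TNBC library. Squares are MDA-MB-231, circles Hs578T, grey untreated and red TWEAK, and regions were defined without the library plotted. Untreated Hs578T libraries 2 and 3 held 15.3 and 15.3% of the Hs578T-specific regions.

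The first comparison asked which genes gained or lost H3K27ac with TWEAK in the TNBC lines (6 TWEAK against 6 untreated libraries). The territory of GPRC5B, an orphan G protein-coupled receptor, rose most (2.25 ± 0.29, adjusted p = 0.000295); it held 0 kb in untreated and 3.53 ± 1.04 kb (SD, n = 3) in TWEAK-treated MDA-MB-231. TSLP, a cytokine of the IL-7 family, rose by 2.14 ± 0.24 and went from 0.471 to 9.18 ± 0.575 kb in Hs578T. The chemokine gene CXCL1 (1.60 ± 0.24, adjusted p = 0.000867), the interleukin-20 receptor subunit IL20RB (1.68 ± 0.27) and the Toll-like receptor TLR1 (1.59 ± 0.20) rose as well. The other largest rises were PIWIL4 (1.87 ± 0.26), SMCO2 (1.85 ± 0.14), HOATZ (1.78 ± 0.12), SULT1C3 (1.64 ± 0.15) and CAMK1G (1.60 ± 0.17). SYT8, a synaptotagmin, fell most (−1.68 ± 0.18), from 4.79 to 0.908 kb in MDA-MB-231. The phosphatidylcholine transfer protein gene PCTP (−1.54 ± 0.21), the semaphorin SEMA4A (−1.38 ± 0.18) and the protease gene ADAMTS8 (−1.36 ± 0.21) also fell. The remaining largest falls were PLA2G2E (−1.36 ± 0.23), COL9A3 (−1.32 ± 0.29), SDK1 (−1.31 ± 0.21), XRCC3 (−1.30 ± 0.29), C8orf74 (−1.28 ± 0.22) and PRAG1 (−1.22 ± 0.20).

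In all, 725 territories rose and 946 fell in the TNBC lines (limma, two-sided), and 941 and 581 without scaling to total peak length. Of the 20 genes with the largest changes, each was called with any single library left out. Without untreated Hs578T libraries 2 and 3 the count was 230 (170 higher and 60 lower), 220 of them shared with the full set, against 1969 without libraries 1 and 2 and 1793 without 1 and 3. With libraries 2 and 3 out, the named rises were called in 10 of 10 cases and the falls in 5 of 10 (not PLA2G2E, COL9A3, XRCC3, C8orf74 or PRAG1). The count was 1060, 986 and 887 without MDA-MB-231 untreated libraries 1 and 2 and TWEAK library 3, and 3235, 839, 832 and 1022 without Hs578T untreated libraries 1, 2 and 3 and TWEAK library 1.

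Genes of the NF-kB pathway, through which Fn14 signals, were tested as a fixed list: in the TNBC lines 7 of the 24 tested members rose, 1 fell and 16 did not pass (10 and 1 adjusted over the list alone). The rises were the inhibitor of apoptosis gene BIRC2 (0.99 ± 0.14), the NF-kB inhibitors NFKBIA (0.64 ± 0.10) and NFKBIE (1.22 ± 0.22), the NF-kB precursor NFKB1 (0.60 ± 0.10), the adaptor TRAF1 (1.25 ± 0.21) and the deubiquitinases TNFAIP3 (1.40 ± 0.28) and CYLD (0.50 ± 0.15). MAP3K14, the kinase NIK of the noncanonical pathway, fell (−0.73 ± 0.10), while the noncanonical subunits NFKB2 (0.51 ± 0.18, adjusted p = 0.0781) and RELB (0.21 ± 0.15, adjusted p = 0.3998) were not called. The camera test gave adjusted p = 5.80e-05, and adjusted p = 0.202 with an estimated correlation. Among cytokines and chemokines 7 of the 25 tested members rose, 2 fell and 16 did not pass (9 and 2 adjusted over the list alone). Beside TSLP and CXCL1, the chemokines CXCL3 (1.37 ± 0.17), CXCL2 (0.38 ± 0.11) and CXCL6 (0.48 ± 0.15) and the interleukins IL32 (0.51 ± 0.10) and IL6 (0.32 ± 0.09) rose, and IL11 (−0.90 ± 0.19) and CCL28 (−0.77 ± 0.17) fell. For this list camera gave adjusted p = 6.13e-05, and adjusted p = 0.202 with an estimated correlation.

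Of 3 example TNBC dependency genes, taken from a longer set, 2 rose (2 over the list alone), the integrin ITGAV (0.97 ± 0.17, adjusted p = 0.00248) and the NAD salvage enzyme NAMPT (0.67 ± 0.15, adjusted p = 0.0122), while the kinesin KIF18A was at 0.02 ± 0.19, adjusted p = 0.988. The study chose this list on these samples, so it is not independent evidence of its direction; camera adjusted p = 0.0198, adjusted p = 0.202 with an estimated correlation. Without untreated Hs578T libraries 2 and 3 neither was called, with ITGAV at 0.78 ± 0.20 (adjusted p = 0.0708) and NAMPT at 0.67 ± 0.20. The receptor gene TNFRSF12A was at −0.14 ± 0.10, adjusted p = 0.381, and its ligand gene TNFSF12 was not tested because its territory held 0 to 0.37 kb.

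AP-1 and small MAF factors were asked about because the study named AP-1: 1 rose and 2 fell of 20 (list alone 1 and 3), with BACH1 (0.51 ± 0.14) higher and BATF3 (−0.63 ± 0.12) and FOSL2 (−0.31 ± 0.08) lower. JUN (−0.08 ± 0.08, adjusted p = 0.565), FOSL1 (−0.12 ± 0.16, adjusted p = 0.692) and MAFG (−0.27 ± 0.09, adjusted p = 0.0688) were not called. Among JNK and MAPK regulators 0 rose and 1 fell of 23 (list alone 0 and 0), with the inhibitor SPRED2 (−0.24 ± 0.07) lower. In NAD metabolism 3 rose and 0 fell of 22 (list alone 3 and 0), NAMPT beside NNT (0.66 ± 0.10) and NADSYN1 (0.46 ± 0.12). In purine and methionine metabolism 2 rose and 0 fell of 26 (list alone 1 and 0), MTRR (0.88 ± 0.20) and MTAP (1.32 ± 0.40), both through Hs578T. Invasion, proteolysis and matrix genes were divided: 4 rose and 2 fell of 35 (list alone 8 and 3), with the proteases MMP10 (0.97 ± 0.20) and MMP7 (0.64 ± 0.18) and the laminin LAMC2 (0.38 ± 0.10) higher beside ITGAV, and ITGB4 (−0.88 ± 0.20) and ADAM12 (−0.29 ± 0.08) lower. Among EMT regulators 2 rose and 2 fell of 19 (list alone 2 and 3), with PRRX1 (0.73 ± 0.21) and TWIST1 (0.67 ± 0.21) higher and TGFB1 (−0.55 ± 0.15) and AXL (−0.32 ± 0.09) lower. Among YAP/TEAD targets 1 rose and 1 fell of 18 (list alone 1 and 1), NUAK2 (0.43 ± 0.11) and AXL. The basal programme gave 1 rose and 1 fell of 29 (list alone 3 and 1), TP63 (0.52 ± 0.16) and AXL.

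Of the luminal and oestrogen receptor genes 1 rose and 7 fell of 31 (list alone 1 and 9), and 1 and 0 without untreated Hs578T libraries 2 and 3, with the keratins KRT8 (−0.85 ± 0.20) and KRT18 (−0.58 ± 0.14), EPCAM (−0.76 ± 0.18), RARA (−0.38 ± 0.09), ELF3 (−0.71 ± 0.20) and GREB1 (−0.79 ± 0.24) and the cyclin CCND1 (−0.53 ± 0.12) lower and XBP1 (0.57 ± 0.11) higher. Cell cycle genes gave 1 rose and 3 fell of 28 (list alone 2 and 3), with E2F3 (0.58 ± 0.12) higher and CCNB1 (−0.77 ± 0.20) and TOP2A (−0.96 ± 0.30) lower beside CCND1. Growth factor genes gave 3 rose and 1 fell of 24 (list alone 4 and 4), with NRG1 (0.94 ± 0.14), VEGFC (0.48 ± 0.11) and ESM1 (0.61 ± 0.18) higher and PDGFB (−0.51 ± 0.14) lower. The interferon list gave 1 rose and 0 fell of 27 (list alone 1 and 0), IFI44 (1.16 ± 0.20). The filopodia list gave 0 rose and 1 fell of 27 (list alone 0 and 1), BAIAP2 (−0.70 ± 0.16). Housekeeping genes gave 0 rose and 2 fell of 18 (list alone 0 and 2), SDHA (−0.62 ± 0.14) and GUSB (−0.68 ± 0.17), with camera adjusted p = 0.0255, adjusted p = 0.413 with an estimated correlation. Markers of other lineages gave 0 rose and 2 fell of 10 (list alone 0 and 3), CD3E (−1.21 ± 0.21) and GFAP (−0.94 ± 0.18), with camera adjusted p = 0.0255, adjusted p = 0.202 with an estimated correlation. No other list passed camera in the TNBC lines (adjusted p = 0.0694 to 0.960), and in 7 of the 18 lists median, mean and test differed in sign.

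Of the 77 called genes named for the TNBC lines, 49 were not called without untreated Hs578T libraries 2 and 3, against 13 without libraries 1 and 2 and 13 without 1 and 3, each of which leaves 1 untreated Hs578T library. The effects were then a median 0.81 of those in the full set, against 1.09 and 1.09, and none changed sign. With libraries 2 and 3 out, 5 NF-kB genes rose and 1 fell, 3 cytokines rose and 0 fell, 1 NAD gene and 2 growth factor genes rose, and 2 markers of other lineages fell. Invasion, EMT, AP-1, purine, JNK, YAP/TEAD, basal, cell cycle, interferon, filopodia, housekeeping and dependency genes had 0 called. Housekeeping genes no longer passed camera (adjusted p = 0.104; 0.0195 to 0.413 over the alternatives). In MDA-MB-231 alone MTAP (0.00 ± 0.57), PRRX1 (0.05 ± 0.30), TP63 (0.09 ± 0.22), MTRR (0.11 ± 0.28), PDGFB (−0.12 ± 0.20) and MMP7 (0.17 ± 0.25) were near 0 and ESM1 was negative (−0.53 ± 0.25; difference between the lines 2.28 ± 0.36, adjusted p = 0.0130), and IL11 was at −0.20 in Hs578T. With replicate number as a block 17 calls ended, those of IL6, CXCL2, CXCL6, SPRED2, MTAP, LAMC2, ADAM12, PRRX1, AXL, TWIST1, PDGFB, ESM1, CCNB1, TOP2A, EPCAM, ELF3 and TP63 (adjusted p = 0.0507 to 0.0924). Leaving out 1 library ended 21, 21 and 13 (untreated) and 12, 15 and 24 (TWEAK) of them for MDA-MB-231 libraries 1, 2 and 3, and 0, 22 and 25 and 18, 2 and 17 for Hs578T. BIRC2, NFKBIA, TRAF1, NFKB1, NFKBIE, MAP3K14, CXCL3, TSLP, CXCL1, NNT, NRG1, XBP1, CD3E and GFAP were called in each of these fits. At equal covered length MAP3K14 (0.22), IL11 (0.02), NNT (−0.47), CCNB1 (0.30) and TOP2A (0.19) changed sign, and with territories limited to 25 kb NNT (−0.28), NADSYN1 (−0.29) and IFI44 (−0.04) did.

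**Figure D2:**
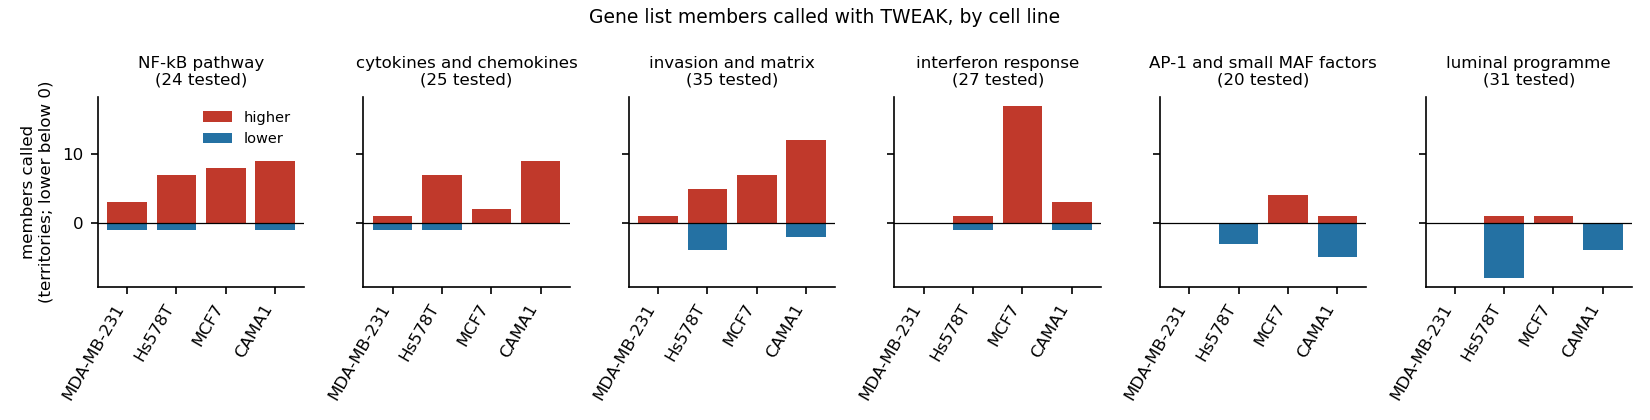
Members of 6 fixed gene lists called higher (red, above 0) or lower (blue, below 0) with TWEAK in each line. In MCF7, 17 of 27 interferon genes were higher; in CAMA1, 12 invasion genes were higher and 2 lower.

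In MDA-MB-231 alone, GPRC5B rose by 2.15 ± 0.40 and the interferon receptor subunit gene IFNAR2 by 1.59 ± 0.17. The steroid-metabolising enzyme AKR1C2 (1.63 ± 0.36), the pantetheinase VNN1 (1.89 ± 0.33) and the adaptor TRAF1 (1.58 ± 0.30) rose, as did SMCO2 (1.93 ± 0.20), HOATZ (1.89 ± 0.17), FXYD2 (1.81 ± 0.37), CAMK1G (1.68 ± 0.24) and SULT1C3 (1.61 ± 0.21). The interleukin-6 family cytokine IL11 fell by 1.60 ± 0.26, beside SYT8 (−1.61 ± 0.25), the T cell gene CD3E (−1.48 ± 0.30), the lipid enzyme LPCAT2 (−1.42 ± 0.26), the ion channels TRPV4 (−1.37 ± 0.26) and CACNA1I (−1.30 ± 0.25) and the receptor kinase EPHB3 (−1.34 ± 0.18). The other falls were ASCL5 (−1.53 ± 0.25), H1-8 (−1.48 ± 0.31) and PBX1 (−1.36 ± 0.22). Of the NF-kB list 3 rose and 1 fell of 24 (list alone 5 and 1), with NFKBIA (0.81 ± 0.15) and NFKBIE (1.38 ± 0.31) higher beside TRAF1 (camera adjusted p = 2.08e-06, adjusted p = 0.262 with an estimated correlation). Of the cytokines 1 rose and 1 fell of 25 (list alone 5 and 2), the chemokine CXCL3 (1.55 ± 0.24) and IL11; camera adjusted p = 0.000794, adjusted p = 0.293 with an estimated correlation. The matrix metalloprotease MMP10 rose (1.27 ± 0.29). Luminal genes gave 0 rose and 0 fell of 31 (list alone 0 and 0) and a camera test toward lower values (camera adjusted p = 0.0176, adjusted p = 0.297 with an estimated correlation). The 3 example dependency genes, chosen by the study on these samples and so not independent evidence, gave 0 rose and 0 fell of 3 (list alone 2 and 0; camera adjusted p = 0.00942, adjusted p = 0.139 with an estimated correlation), with NAMPT at 0.84 ± 0.22, adjusted p = 0.0911.

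In total 94 territories rose and 50 fell (699 and 825 at an unadjusted p under 0.05). The count was 52 (31 higher and 21 lower) with replicate number as a block, which ended the calls of GPRC5B, TRAF1, CD3E, LPCAT2, TRPV4, CACNA1I, NFKBIA and NFKBIE (adjusted p = 0.053 to 0.084). It was 84 (29 higher and 55 lower) without scaling, which moved the median of all territories from 0.00 to −0.11. Without untreated libraries 1, 2 and 3 the counts were 58, 31 and 64, and without TWEAK libraries 1 and 3 they were 87 and 17. Of the 24 genes named as called, 10, 16 and 9 lost the call without untreated libraries 1, 2 and 3, and 8, 4 and 18 without TWEAK libraries 1, 2 and 3.

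In Hs578T, SULF1 rose most (3.16 ± 0.66), followed by TSLP (2.92 ± 0.34), NCKAP5 (2.82 ± 0.23) and SLCO2A1 (2.73 ± 0.44). RASGRP1 (2.49 ± 0.41), SLC28A3 (2.45 ± 0.55), COLEC10 (2.799 ± 0.57), CNGB3 (2.66 ± 0.21), PIWIL4 (2.62 ± 0.37) and GPR26 (2.44 ± 0.56) rose too. The largest falls were TTLL2 (−2.07 ± 0.39), the pyruvate dehydrogenase kinase PDK2 (−2.06 ± 0.45), the semaphorin SEMA4D (−1.93 ± 0.32), the EGF receptor ligand TGFA (−1.79 ± 0.48), the muscle glycogen phosphorylase PYGM (−1.79 ± 0.36). Falls of similar size were seen for PRAG1 (−1.88 ± 0.28), C8orf74 (−1.86 ± 0.31), CCNJL (−1.86 ± 0.54), TNS4 (−1.84 ± 0.36) and GJD3 (−1.83 ± 0.51). Of the NF-kB list 7 rose and 1 fell of 24 (list alone 7 and 1), including TNFAIP3 (1.88 ± 0.40) (camera adjusted p = 0.00949, adjusted p = 0.427 with an estimated correlation). Of the cytokines 7 rose and 1 fell of 25 (list alone 8 and 2), with CXCL1 (1.77 ± 0.33) and CCL2 (1.503 ± 0.35) higher and CSF3 (−1.21 ± 0.39) lower (camera adjusted p = 0.00214, adjusted p = 0.427 with an estimated correlation). ITGAV rose (1.25 ± 0.24), as did NRG1 (1.58 ± 0.20), ESM1 (1.75 ± 0.25), MTRR (1.64 ± 0.28), MTAP (2.63 ± 0.57), PRRX1 (1.40 ± 0.30) and KRT17 (1.10 ± 0.24), and MAFG (−0.40 ± 0.13) and KRT8 (−1.32 ± 0.28) fell. NAMPT was at 0.50 ± 0.22, adjusted p = 0.118. Housekeeping genes gave 0 rose and 5 fell of 18 (list alone 0 and 12), among them GAPDH (−0.67 ± 0.18) (camera adjusted p = 0.00816, adjusted p = 0.427 with an estimated correlation).

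In total 1002 territories rose and 1420 fell, with 2103 higher and 384 lower without scaling and 1315 and 1167 after quantile normalization. Fitted on Hs578T libraries alone 88 rose and 18 fell. The median of all territories was −0.13 with and 0.06 without scaling. Without untreated libraries 2 and 3, which held few of the Hs578T-specific regions, 22 rose and 1 fell, 21 of them shared with the full set. NCKAP5, CNGB3 and ESM1 were then the called genes among the 39 named (36 calls ended, against 9 without libraries 1 and 2 and 9 without 1 and 3). Housekeeping genes no longer passed camera (adjusted p = 0.0511; 0.00398 to 0.427 over the alternatives), and 0 of them, of the NF-kB list and of the cytokines were called. The replicate block ended the calls of CCNJL, MAFG, CSF3, DUSP6, SPRY4 and GAPDH (adjusted p = 0.0566 to 0.0863). Without single libraries the counts were 4271, 502 and 502 (untreated 1, 2 and 3) and 1141 and 674 (TWEAK 1 and 3). Of the 39 genes, 19 and 19 lost the call without untreated libraries 2 and 3, and 3 and 13 without TWEAK libraries 1 and 3.

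Whether the TNBC lines differed in response was tested as an interaction, the Hs578T minus the MDA-MB-231 effect. The prostaglandin E receptor PTGER3 (2.11 ± 0.17), the synuclein-binding protein gene SNCAIP (2.06 ± 0.22), the ion channel gene CNGB3 (2.66 ± 0.30) and NCKAP5 (2.82 ± 0.33) responded more in Hs578T. In the other direction no territory was called by limma (988 higher and 1422 lower at an unadjusted p under 0.05), and the smallest p values belonged to UNC5A (−1.10 ± 0.22, adjusted p = 0.0560), CRACDL (−1.43 ± 0.30, adjusted p = 0.0778), PRND (−0.96 ± 0.21, adjusted p = 0.0876) and the JNK kinase MAP2K7 (−0.73 ± 0.16, adjusted p = 0.1001). The 25 called territories were all higher in Hs578T. The count was 7 with a replicate block, 355 higher and 2 lower without scaling and 51 higher and 6 lower after quantile normalization. The median of all territories was −0.12 with and 0.20 without scaling. Housekeeping genes gave 0 rose and 0 fell of 18 (list alone 0 and 0) with a camera test toward lower values in Hs578T (camera adjusted p = 0.0316, adjusted p = 0.978 with an estimated correlation), which was lost without untreated Hs578T libraries 2 and 3 (adjusted p = 0.434; 0.0298 to 0.978 over the alternatives). Without MDA-MB-231 untreated libraries 1, 2 and 3 and TWEAK library 3 the count was 15 in each case. Without Hs578T untreated libraries 1, 2 and 3 it was 860, 14 and 16. Leaving out its TWEAK libraries 1, 2 and 3 gave 7, 148 and 16, and untreated libraries 2 and 3 together 8.

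The next question was which regulatory regions appeared or disappeared with TWEAK in both TNBC lines. 245 regions had a peak in all 6 TWEAK libraries and in no untreated library, against 32.9 expected if the lines' own counts were independent. Other relabellings within lines gave at most 76 (one-sided exact p = 0.0025, the smallest 400 relabellings can give). The region with the broadest peaks lay at 9:86339251-86343023 near TUT7. Others lay near GPRC5B, ATG7, ETS1, E2F3, MPZL1, CD200R1L, ZC3H7B, HKDC1 and, far upstream, RAB12. 76 regions were lost in both lines, against 5.67 expected from independent lines (relabelling, one-sided exact p = 0.005). They included regions near STARD9, PLCG1, CITED2, LPCAT2 and CDKN3. Without MDA-MB-231 TWEAK library 1 the gained count was 404 and without Hs578T TWEAK library 3 it was 402. The lost count was 241 without Hs578T untreated library 1 and 155 without MDA-MB-231 TWEAK library 2. With untreated Hs578T libraries 2 and 3 left out, 282 regions were gained and 94 lost.

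By line, 825 regions were gained and 981 lost in MDA-MB-231 and 4073 gained and 591 lost in Hs578T. In MCF7 4796 were gained and 334 lost, and in CAMA1 7695 gained and 5403 lost. Relabelling within 1 line gave one-sided exact p = 0.1, 0.05, 0.167 and 0.167 for the gained regions in this order, of which the last 3 are the smallest each line's relabellings can give. Gained counts rose to 1413 without MDA-MB-231 TWEAK library 1, to 11825 without Hs578T untreated library 1 and to 7215 without its TWEAK library 2. They rose to 22586 and 8800 without MCF7 TWEAK libraries 1 and 2 and to 15204 without CAMA1 TWEAK library 1. Lost counts rose to 1567, 1610 and 1514 without MDA-MB-231 untreated libraries 1, 2 and 3, to 2169 without its TWEAK library 2. In Hs578T they were 2021 and 1726 without untreated library 1 and TWEAK library 2. In the ER-positive lines lost counts rose to 5564 and 11488 without MCF7 untreated libraries 1 and 2, to 1346 without its TWEAK library 2, and to 10124 and 9438 without CAMA1 untreated libraries 1 and 2. The Hs578T counts were 5096 and 2438 without untreated libraries 2 and 3.

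Motifs in the gained regions were examined to see which transcription factor families they could hold. The NF-kB consensus was found in 37.1% of the 229 distal regions gained in both TNBC lines, against 7.84% of 3239 other variable distal regions (odds ratio 6.94, Fisher's exact adjusted p = 1.43e-30, two-sided). The AP-1 consensus was found in 21.8% against 28.4% (Fisher's exact adjusted p = 0.23; 0.0135 to 0.23 over the alternatives). The lowest of these p values was without untreated Hs578T libraries 2 and 3, where AP-1 was found in 22.3% against 31.3%. In regions lost in both lines none of the 14 motifs passed Fisher's exact test, with AP-1 at 28.8% against 28.4%. The NF-kB consensus was also more frequent in regions gained in each line alone, with 24.7 against 6.72% in MDA-MB-231, 15.8 against 6.02% in Hs578T, 9.88 against 5.28% in MCF7 and 27 against 10.4% in CAMA1. Promoters made up 6.53% of the gained regions against 10.9% of variable regions (Fisher's exact adjusted p = 0.0949). Lost regions were intergenic in 53.9% of cases against 38.2% (Fisher's exact adjusted p = 0.0366, two-sided). With lists of equal length the promoter share of gained regions passed (adjusted p = 0.006) and the intergenic share of lost regions did not (adjusted p = 0.318).

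**Figure D3:**
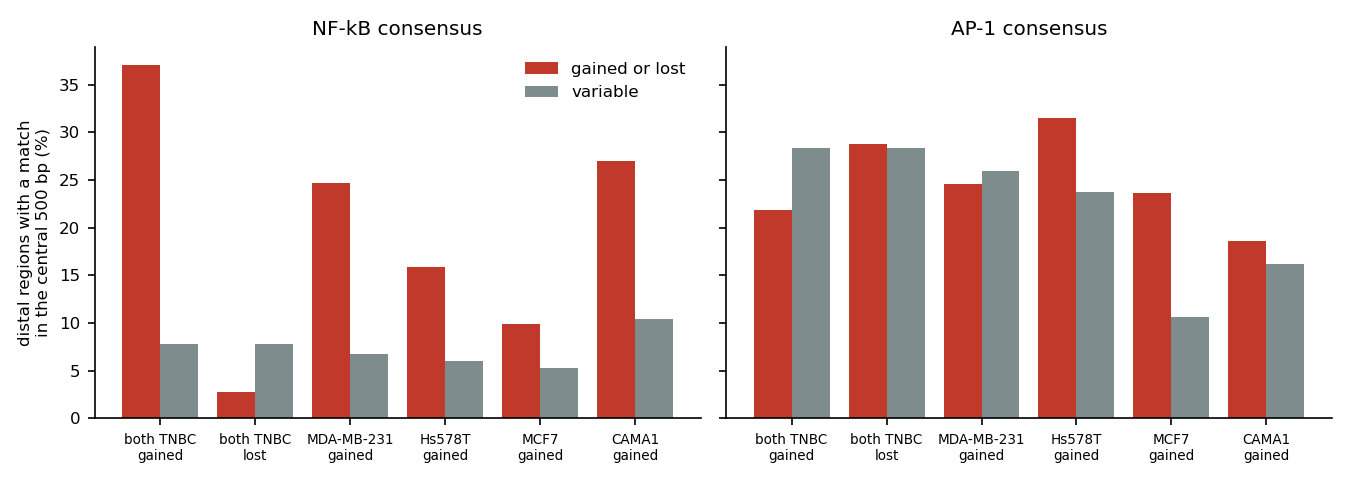
Share of distal regions (%) with an NF-kB (left) or AP-1 (right) consensus match in the central 500 bp, for regions gained or lost in both TNBC lines or gained in a single line (red) and for variable regions (grey). NF-kB matches were in 37.1% of regions gained in both TNBC lines against 7.84%.

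The NAMPT territory (7:106198648-106384982) held 18.8 ± 2.14 scaled kb of peak in untreated and 35.4 ± 10.8 kb in TWEAK-treated MDA-MB-231 (SD, n = 3). In Hs578T it held 14.0 ± 1.37 and 20.9 ± 6.24 kb (n = 3). In MCF7 it held 4.69 ± 0.168 and 7.18 ± 0.955 kb (n = 2), and in CAMA1 14.2 ± 0.925 and 5.26 ± 0.893 kb (n = 2). Unscaled, it held 13.4 to 17.3 and 22.0 to 34.4 kb in Hs578T and 2.51 to 2.63 and 5.02 to 6.55 kb in MCF7. The difference passed for the TNBC lines together (0.67 ± 0.15, adjusted p = 0.0122) and fell in CAMA1 (−1.29 ± 0.27, adjusted p = 0.00187), while MCF7 (0.52 ± 0.27, adjusted p = 0.294) and the ER-positive lines together (−0.38 ± 0.19, adjusted p = 0.171) did not pass. The TNBC and ER-positive responses differed (1.06 ± 0.24, adjusted p = 0.00762). A region upstream of the promoter at 7:106357020-106359531 had a peak in 1 of 3 untreated and 3 of 3 TWEAK MDA-MB-231 libraries, and in 0 and 3 Hs578T libraries. Another region, 7:106364992-106366386, had a peak in all TWEAK and no untreated ER-positive libraries and in no TNBC library. With territories limited to 25 kb the TNBC difference was 0.70 (adjusted p = 0.111), CAMA1 was at −0.20 (adjusted p = 0.938) and the subtypes differed by 0.83 (adjusted p = 0.210). At equal covered length the TNBC difference was 0.36 (adjusted p = 0.0964). Without untreated Hs578T libraries 2 and 3 or 1 and 2 it was 0.67 ± 0.20 and 0.60 ± 0.20, not called in any of these fits.

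**Figure D4:**
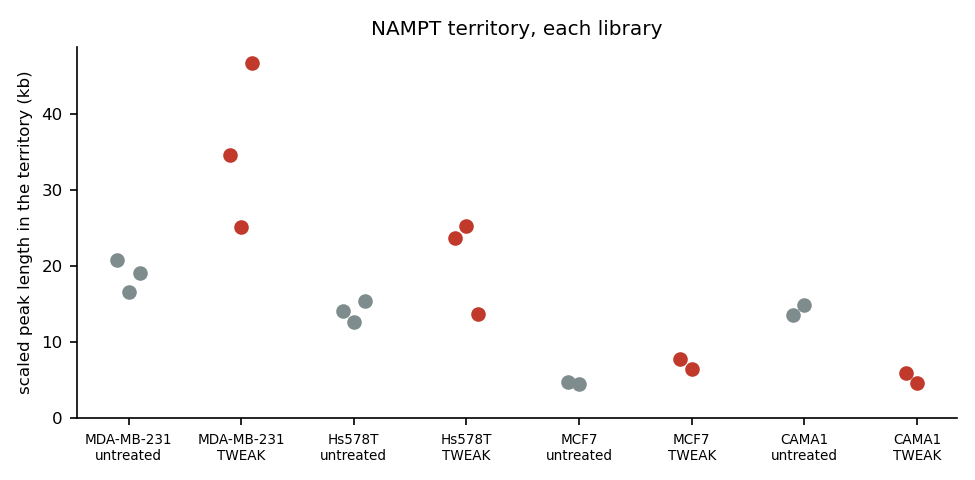
Length of H3K27ac peak (kb, scaled to total peak length) in the NAMPT territory. Each point is 1 library, grey untreated and red TWEAK. Means were 18.8 and 35.4 kb in MDA-MB-231.

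Super-enhancer-like clusters are stretches of distal peaks ranked far above the others by signal. In both TNBC lines 4 were gained, near FGGY (1:59128127-59157683), RASSF3 (12:64622425-64634612), CASP10 (2:201145412-201158937) and AFAP1 (4:7955289-7988957). The one-sided exact p of the gained count was 0.005, and 14 were lost. Ranked by covered length 1 was gained and 2 were lost (one-sided exact p = 0.03), and with stitching within 5 kb 12 and 18 (exact p = 0.005). In both ER-positive lines 4 were gained and 8 lost (one-sided exact p = 0.0556), 6 and 3 ranked by covered length and 14 and 3 with stitching within 5 kb (exact p = 0.0278 each). At least 1 such cluster overlapped the NAMPT territory in 12 of 12 TNBC libraries and in 0 of 8 ER-positive libraries. Whether the clusters contained the gene itself, or were the same cluster in each library, was not examined. The longest overlapping cluster was 4.51 to 14.9 kb in untreated and 15.3 to 54.9 kb in TWEAK-treated MDA-MB-231 (best rank 489 to 694 and 74 to 168). In Hs578T it was 4.41 to 4.73 and 34.9 to 66.4 kb (best rank 574 to 673 and 222 to 752).

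In MCF7, interferon-induced genes gained H3K27ac. IFIT3, an antiviral tetratricopeptide gene, held 0 kb in both untreated libraries and 9.56 ± 7.27 kb (SD, n = 2) with TWEAK (3.205 ± 0.45 on the log2(kb + 1) scale), and IFIT1 went from 0 to 5.38 ± 0.242 kb (2.67 ± 0.26). IFIT2 (3.01 ± 0.37), OAS2 (2.61 ± 0.37), IFITM1 (2.36 ± 0.35) and OAS1 (1.45 ± 0.17) rose too, and of the interferon list 17 rose and 0 fell of 27 (list alone 20 and 0). The camera test gave adjusted p = 1.03e-14, and adjusted p = 0.0913 with an estimated correlation. The other largest rises were FBXO32 (2.92 ± 0.27), ITGAM (2.83 ± 0.30), ATOX1 (2.82 ± 0.18), PALLD (2.67 ± 0.19), NOL4L (2.74 ± 0.32) and NCS1 (2.66 ± 0.34). The largest falls were DOK5 (−3.27 ± 0.86), ADAMTS9 (−3.12 ± 0.54), RAD51C (−2.07 ± 0.32), HTR2A (−2.01 ± 0.35) and BCAS3 (−1.72 ± 0.46). Next were TBX4 (−1.83 ± 0.46), PMFBP1 (−1.82 ± 0.41), CELF2 (−1.73 ± 0.45), CDH12 (−1.71 ± 0.21) and PLCE1 (−1.70 ± 0.30). In the NF-kB list 8 rose and 0 fell of 24 (list alone 8 and 0), with BIRC3 (2.19 ± 0.31), TRAF2 (1.94 ± 0.31), NFKBIE (2.02 ± 0.37), TNFAIP3 (2.09 ± 0.49) and NFKB2 (1.07 ± 0.31) higher (camera adjusted p = 0.0687). Cytokine genes gave 2 rose and 0 fell of 25 (list alone 2 and 0), LIF (2.15 ± 0.25) and CSF1 (1.59 ± 0.23). Invasion genes gave 7 rose and 0 fell of 35 (list alone 8 and 0), with LAMC2 (1.41 ± 0.17), CD44 (1.36 ± 0.23) and ITGAV (1.45 ± 0.29) among the rises (camera adjusted p = 0.0268, adjusted p = 0.0913 with an estimated correlation). The basal programme gave 6 rose and 0 fell of 29 (list alone 6 and 0), with TP63 (1.94 ± 0.28) and FOSL1 (1.36 ± 0.28) (camera adjusted p = 0.00413, adjusted p = 0.0913 with an estimated correlation). Growth factor genes gave 4 rose and 0 fell of 24 (list alone 5 and 0), with VEGFC (1.13 ± 0.20) (camera adjusted p = 0.0463, adjusted p = 0.387 with an estimated correlation and 0.0614 with a replicate block; 0.0257 to 0.387 over the alternatives).

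In total 950 territories rose and 217 fell in MCF7, and 1700 and 9 without scaling, which moved the median of all territories from 0.00 to 0.31. Fitted on MCF7 libraries alone, limma called 0 territories (1125 higher and 365 lower at an unadjusted p under 0.05), so the calls rest on the spread shared with the other lines. Of the 40 named genes, 7 and 5 lost the call without untreated libraries 1 and 2 and 5 and 6 without TWEAK libraries 1 and 2. DOK5, TBX4, PMFBP1, CELF2, BCAS3, NFKB2 and TNFAIP3 each lost it without untreated library 1, AREG without library 2 of either group, and TBX4 and AREG with a replicate block (adjusted p = 0.0630 and 0.0662). The interferon genes named here were called in each of these 4 fits. CD44 was at −0.13 at equal covered length, PLCE1 at 0.11 with territories limited to 25 kb, TBX4 at 1.00 with a stricter peak threshold and FOSL1 at −0.07 over the gene body.

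In CAMA1, genes with no peak in untreated cells gained broad H3K27ac. The chemokine gene CXCL14 held 0 kb untreated and 25.7 ± 2.87 kb (SD, n = 2) with TWEAK (4.73 ± 0.18). MARCO reached 20.99 kb (4.46 ± 0.21), EN1 17.7 kb (4.23 ± 0.44), TSPAN11 20.1 kb (4.38 ± 0.19), SNCAIP 17.6 kb (4.22 ± 0.19) and SPOCK2 17.0 kb (4.17 ± 0.41), each from 0 kb. The Rho GTPase regulator ARHGAP26 (4.80 ± 0.41) and C6orf141 (4.26 ± 0.37), GABRP (4.16 ± 0.49) and RASGEF1A (4.04 ± 0.34) completed the largest rises. BCAS1 (−3.51 ± 0.53) and CACNA1D (−3.10 ± 0.23) fell most beside LGI1 (−3.29 ± 0.38), OR2S2 (−2.99 ± 0.39), ADAMTS15 (−2.99 ± 0.40), MAPK4 (−2.97 ± 0.15), AMPD3 (−2.94 ± 0.24), KCNG1 (−2.91 ± 0.54) and CYFIP2 (−2.91 ± 0.27). CCR2 went from 8.88 to 0 kb (−3.07 ± 0.40). Of the cytokines 9 rose and 0 fell of 25 (list alone 10 and 0), with CXCL2 (3.90 ± 0.19), CSF1 (2.42 ± 0.23) and CCL5 (2.16 ± 0.14) (camera adjusted p = 2.69e-05, adjusted p = 0.220 with an estimated correlation). Of the invasion list 12 rose and 2 fell of 35 (list alone 14 and 2), with the laminin LAMC2 (3.71 ± 0.17), the collagen COL4A2 (2.92 ± 0.28), the integrins ITGA5 (2.56 ± 0.28) and ITGAV (2.25 ± 0.29) and the protease inhibitor SERPINE1 (2.004 ± 0.24) (camera adjusted p = 0.00236, adjusted p = 0.0620 with an estimated correlation). Of the NF-kB list 9 rose and 1 fell of 24 (list alone 9 and 1), with BIRC2 (2.15 ± 0.25), RELB (2.07 ± 0.26), TNIP1 (1.49 ± 0.24) and TRAF1 (1.70 ± 0.37) higher and the kinase IKBKB (−0.82 ± 0.21) lower (camera adjusted p = 0.0439, adjusted p = 0.902 with an estimated correlation and 0.0509 with a replicate block; 0.0265 to 0.902 over the alternatives). The basal programme gave 11 rose and 2 fell of 29 (list alone 11 and 2) (camera adjusted p = 0.0439, adjusted p = 0.220 with an estimated correlation). The luminal genes called all fell, AGR3 (−1.498 ± 0.16), TFF3 (−1.96 ± 0.28), MYB (−1.49 ± 0.38) and AGR2 (−1.44 ± 0.40) (0 rose and 4 fell of 31 (list alone 0 and 4)).

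In total 1923 territories rose and 1667 fell in CAMA1. Of the named genes tested, IKBKB and SNAI2 lost the call without TWEAK library 1, MYB and AGR2 without TWEAK library 2, AGR2 with replicate number as a block (adjusted p = 0.0544), and IKBKB, TRAF1, SNAI2, MYB and AGR2 without untreated library 2 (adjusted p up to 0.146). The other called genes named kept their call with any single CAMA1 library left out, apart from MAPK4 without either untreated library and CCR2 without untreated library 2, which then fell under the length filter. COL4A2 was at −0.09 over the gene body with 50 kb flanks.

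For the ER-positive lines together, the largest rises were ARHGAP26 (3.35 ± 0.29), CD74 (3.14 ± 0.27), LAD1 (3.004 ± 0.19), PRSS23 (2.85 ± 0.16) and LAMC2 (2.56 ± 0.12). Next came EPHA10 (2.82 ± 0.10), CLEC16A (2.79 ± 0.16), MARCO (2.75 ± 0.15), MOB3B (2.64 ± 0.26) and OLFM1 (2.52 ± 0.12). The largest falls were smaller, with TRIM45 (−1.72 ± 0.14), the transporters ABCC5 (−1.66 ± 0.24) and ABCC8 (−1.60 ± 0.15), the axon guidance gene SLIT1 (−1.48 ± 0.27). Others were PROX2 (−1.67 ± 0.33), ASDURF (−1.65 ± 0.24), ANKRD34C (−1.63 ± 0.12), ACSBG1 (−1.57 ± 0.22), PTGFRN (−1.55 ± 0.30) and PRPF18 (−1.51 ± 0.32). Of the interferon list 15 rose and 0 fell of 27 (list alone 18 and 0), against 17 and 0 in MCF7 and 3 and 1 in CAMA1 (list alone 2 and 1; camera adjusted p = 0.919), with IFIT2 (1.64 ± 0.26), IFIT1 (1.18 ± 0.19), IRF1 (1.15 ± 0.15) and OAS1 (0.97 ± 0.12) (camera adjusted p = 5.86e-06, adjusted p = 0.213 with an estimated correlation). Cytokine genes gave 10 rose and 0 fell of 25 (list alone 10 and 0), with LIF (2.09 ± 0.17), CSF1 (2.004 ± 0.16) and CXCL2 (1.95 ± 0.13) (camera adjusted p = 4.19e-05, adjusted p = 0.187 with an estimated correlation). Invasion genes gave 14 rose and 2 fell of 35 (list alone 14 and 2), with ITGA5 (1.87 ± 0.20), ITGAV (1.85 ± 0.21), COL4A2 (1.46 ± 0.20), PLAUR (1.11 ± 0.14) and SERPINE1 (1.07 ± 0.17), the list that passed with both correlations (camera adjusted p = 0.000282, adjusted p = 0.0291 with an estimated correlation). The basal programme gave 13 rose and 1 fell of 29 (list alone 14 and 1), with TP63 (1.42 ± 0.19) (camera adjusted p = 0.000589, adjusted p = 0.0715 with an estimated correlation). The NF-kB list gave 11 rose and 1 fell of 24 (list alone 11 and 1), with BIRC3 (1.57 ± 0.22), NFKBIE (1.55 ± 0.26), TRAF2 (1.49 ± 0.22), RELB (1.20 ± 0.19) and TNIP1 (1.19 ± 0.17) and 0.84 ± 0.22, adjusted p = 0.0113 for NFKB2 (camera adjusted p = 0.0106, adjusted p = 0.488 with an estimated correlation). Luminal genes gave 0 rose and 2 fell of 31 (list alone 0 and 2), TFF3 (−1.12 ± 0.20) and AGR3 (−0.52 ± 0.12) (camera adjusted p = 0.0484, adjusted p = 0.488 with an estimated correlation and 0.0503 with a replicate block; 0.0418 to 0.611 over the alternatives). FOSL1 rose (0.83 ± 0.20, adjusted p = 0.00555), while JUN (−0.22 ± 0.10, adjusted p = 0.131), MAFG (−0.03 ± 0.11, adjusted p = 0.897), KIF18A (0.05 ± 0.24, adjusted p = 0.940) and TNFRSF12A (−0.12 ± 0.12, adjusted p = 0.553) were not called.

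In total 2048 territories rose and 1214 fell in the ER-positive lines, and 2318 and 405 without scaling, which moved the median of all territories from 0.00 to 0.13. NFKB2 was not called without MCF7 TWEAK library 1 or CAMA1 untreated library 2 (adjusted p = 0.0544 and 0.0643; 0.00169 to 0.164 over all alternatives). 590 regions were gained in both ER-positive lines, against 382 expected if the lines' own counts were independent, and other relabellings gave at most 201 (one-sided exact p = 0.0278, the smallest 36 relabellings can give). 25 were lost, against 18.7 from independent lines (relabelling, one-sided exact p = 0.25). The gained count was 272 against 320 expected with a stricter peak threshold and 254 against 269 with a 50% overlap, so that it no longer lay above that of independent lines. It was 1425 against 1800 without MCF7 TWEAK library 1, also below that number. The lost count was 74, 115 and 183 without MCF7 untreated libraries 1 and 2 and TWEAK library 2, against 311, 643 and 75.3 from independent lines.

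Whether TWEAK acted differently in TNBC and ER-positive lines, the contrast the study drew, was tested as an interaction. The test averages the lines of a subtype, so a single line can produce a difference. So can the dose, which the study's methods, but not the labels, give as higher in ER-positive lines. Interferon genes, which passed as a list in MCF7 but not in CAMA1, responded less in the TNBC than in the ER-positive lines: OAS2 (−1.88 ± 0.34), IFIT2 (−1.76 ± 0.34), IFIT1 (−1.39 ± 0.24), IRF1 (−1.14 ± 0.19) and OAS1 (−0.97 ± 0.16), with IFI44 (1.20 ± 0.32) the other way. Of this list 1 response was higher and 9 were lower in TNBC (1 and 15 adjusted over the list alone), with camera adjusted p = 0.000423, adjusted p = 0.476 with an estimated correlation. Invasion genes were lower in 13 and higher in 2 cases (13 and 4 adjusted over the list alone), including LAMC2 (−2.18 ± 0.16), LAMA3 (−1.37 ± 0.19), PLAUR (−1.21 ± 0.18), ITGA5 (−1.59 ± 0.26) and ITGAV (−0.87 ± 0.27), with camera adjusted p = 0.0431, adjusted p = 0.286 with an estimated correlation and 0.0689 with a replicate block (0.0201 to 0.339 over the alternatives, the highest without scaling). Among cytokines LIF (−2.21 ± 0.22), CSF1 (−1.86 ± 0.21) and, through CAMA1, CXCL2 (−1.57 ± 0.17) responded more in the ER-positive lines. TSLP (1.92 ± 0.38), CXCL1 (1.38 ± 0.37) and NAMPT (1.06 ± 0.24) responded more in the TNBC lines. For NAMPT this was largely its fall in CAMA1, since MCF7 changed about as Hs578T did. RELB (−0.99 ± 0.24) responded more in the ER-positive lines, mainly in CAMA1. FOSL1 differed too (−0.95 ± 0.25), mainly through MCF7. Before scaling, its territory held 14.194 kb in every MDA-MB-231 library, a length that no library exceeded. A rise could not show in that line, so the FOSL1 difference does not compare the subtypes.

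In total 796 responses were higher and 1749 lower in the TNBC lines, 430 and 1722 without scaling and 1099 and 1336 after quantile normalization. Without untreated Hs578T libraries 2 and 3 the counts were 465 and 1095, and CXCL1, IFI44 and FOSL1 were not called (adjusted p = 0.0877, 0.0732 and 0.0688). CXCL1 was not called without CAMA1 TWEAK library 1 either (adjusted p = 0.0573). ITGAV was not called without any of 12 single libraries (adjusted p = 0.0501 to 0.0881), namely MDA-MB-231 untreated 3 and TWEAK 1 and 2, Hs578T untreated 3 and TWEAK 1 and 2, MCF7 untreated 2 and TWEAK 1 and 2, and CAMA1 untreated 1 and TWEAK 1 and 2. ITGA5 changed sign at equal covered length (1.82) and IFI44 with territories limited to 25 kb (−0.10).

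Regions gained in both TNBC lines were then followed into the ER-positive lines. Of the 245 regions, untreated MCF7 libraries held 3.27 and 3.27% and TWEAK libraries 15.1 and 27.8%. CAMA1 libraries held 13.5 and 5.71% untreated and 45.3 and 58.4% with TWEAK. The mean rise was 30.2 points (two-sided exact p = 0.0556, the smallest 36 relabellings can give, in 4 of 4 TWEAK libraries). The 3634 regions variable in the TNBC lines rose by 5.30 points and the lost regions by 1.32 points in the same libraries (two-sided exact p = 0.111 and 0.667).

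**Figure D5:**
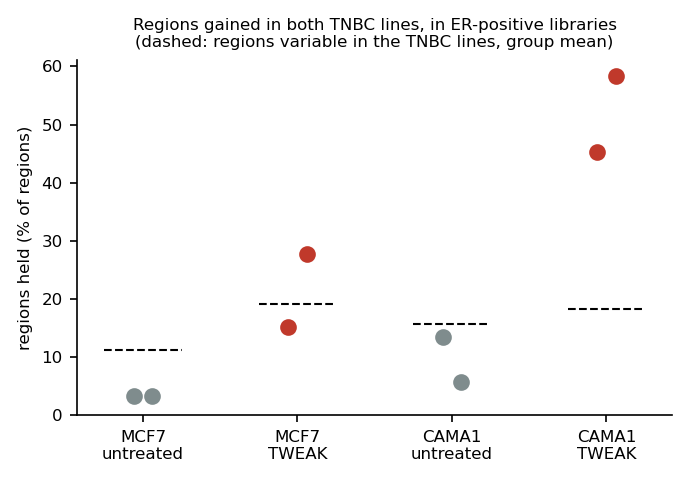
Share (%) of the 245 regions gained in both TNBC lines that had a peak in each ER-positive library, grey untreated and red TWEAK. Dashed lines give the group mean for regions variable in the TNBC lines. MCF7 went from 3.27 to 21.4% and CAMA1 from 9.59 to 51.8% on average.

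Without TWEAK, the TNBC and ER-positive lines were compared to describe the starting state (6 against 4 libraries; mean differences, called where all 4 line pairs passed in one direction). Higher in TNBC were BLID (6.39), HMGA2 (6.04), MICAL2 (5.59), EGFR (5.18), GAS6 (5.001), ME3 (5.19), CNIH3 (4.97), DKK3 (4.95), ANTXR2 (4.90) and DCBLD2 (4.90). Lower were the prolactin receptor PRLR (−5.81), N4BP3 (−5.69), ELAPOR1 (−5.32) and TTC6 (−5.22), the replication factor GINS2 (−5.000), the luminal surface protein CD24 (−4.86), and KIAA1217 (−4.90), ABCG8 (−4.82), ARHGAP8 (−4.71) and S1PR3 (−4.65). The oestrogen receptor gene ESR1 (−4.12), its pioneer factor FOXA1 (−4.12) and the splicing regulator ESRP1 (−3.59) were lower in TNBC, and CAV1 (4.49), AXL (4.14) and ETS1 (4.56) higher. The luminal list had 0 higher and 22 lower of 31, the basal list 26 higher and 1 lower of 29, the invasion list 26 higher and 3 lower of 35 and the EMT list 12 higher and 0 lower of 19. Of the dependency genes KIF18A was higher (1.40), not independent evidence since the study chose that list. KIF18A was not called without untreated Hs578T libraries 2 and 3 (adjusted p = 0.580), without Hs578T untreated library 2 or MCF7 untreated library 2 (adjusted p = 0.0732 and 0.0879), or with a replicate block (adjusted p = 0.242; 7.01e-05 to 1.00 over all alternatives). In total 3075 territories were higher and 2323 lower, and 4066 and 1141 without scaling, which moved the median of all territories from −0.04 to 0.32.

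Peak lists were compared as a whole to see how far the marked genome moved with TWEAK. Libraries of 1 group shared a median 68.0% of covered bases (Jaccard index), those of 1 line across treatments 55.6%, other lines of the same subtype 46.0% and the other subtype 18.5%. TWEAK lists held 6231 more peaks on average over the 4 lines (two-sided permutation p = 0.0544) and covered 9.79 Mb more (two-sided permutation p = 0.109). With the stricter peak threshold the difference was 4273 peaks (two-sided permutation p = 0.0160), and with single libraries left out the two-sided permutation p was 0.0210 to 0.157. It was lowest without CAMA1 TWEAK library 1, where covered length passed as well (permutation p = 0.0276). By line the difference was −3078 peaks in MDA-MB-231, 16191 in Hs578T, 9285 in MCF7 and 2528 in CAMA1 (two-sided exact p = 0.2, 0.1, 0.667 and 1.0).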

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

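The tests against lists that overlap every other list more, against covered length, against TNBC material, the fits without pairs of untreated Hs578T libraries and all counts of other splits were chosen only after the results were seen. 2545 territories differed in response between TNBC and ER-positive lines, averaged by subtype, so a single line or a difference in dose can produce it. More positive in TNBC were OCSTAMP (1.98), SUN5 (1.37), ANKRD34C (1.63), MAPK4 (1.48) and TRIM45 (1.80), the cytokines TSLP (1.92) and CXCL1 (1.38), the interferon-induced IFI44 (1.20) and NAMPT (1.06). More negative were EPHA10 (−2.82), CCL4 (−2.00), OLFM1 (−2.52), CHRNA1 (−2.41) and PRSS58 (−1.67), the cytokines LIF (−2.21), CXCL2 (−1.57) and CSF1 (−1.86) and the matrix and adhesion genes LAMC2 (−2.18), LAMA3 (−1.37), PLAUR (−1.21), ITGA5 (−1.59) and ITGAV (−0.87). The interferon genes OAS1 (−0.97), OAS2 (−1.88), IRF1 (−1.14), IFIT1 (−1.39) and IFIT2 (−1.76) and the transcription factor genes RELB (−0.99) and FOSL1 (−0.95) were more negative too. As lists, invasion genes (camera adjusted p = 0.0431, and adjusted p = 0.286 with an estimated correlation, 0.0689 with a replicate block and 0.339 without scaling) and interferon genes (adjusted p = 0.000423, and 0.476 with an estimated correlation) differed. Between Hs578T and MDA-MB-231, 25 territories differed, among them PTGER3 (2.11), SNCAIP (2.06), CNGB3 (2.66) and NCKAP5 (2.82). Housekeeping genes differed as a list (adjusted p = 0.0316, and 0.978 with an estimated correlation).

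The first pattern is that untreated Hs578T libraries 2 and 3 overlapped every MDA-MB-231 library more than untreated library 1 or the TWEAK libraries of their own line, and that 49 of 77 named TNBC calls ended without them, against 13 and 13 without libraries 1 and 2 or 1 and 3. Libraries of MDA-MB-231 under a wrong label are argued against, since each held at least 15.3% of the Hs578T-specific regions where MDA-MB-231 libraries held at most 2.09%. Lists that overlap every other list more are argued against too, since overlap with ER-positive libraries was higher by 2.22 points against 14.8 points for MDA-MB-231. MDA-MB-231 material mixed into the libraries may remain as a candidate explanation, since they held at least 76.1% of the MDA-MB-231-specific regions against at most 24.0% in ER-positive libraries. That test does not set them apart from Hs578T TWEAK library 2, which held 72.0% of the same regions, so it shows no mixing by itself. No biological explanation was tested.

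The second pattern is that 3590 territories were called in CAMA1 and 144 in MDA-MB-231, although CAMA1 has fewer libraries. A difference in covered length is argued against, since at equal covered length 1986 were called in CAMA1 and 176 in MDA-MB-231. Material of another line in the CAMA1 TWEAK libraries is argued against as well, since the largest ratio to the highest untreated share, over regions specific to another line, was 1.13 for the lower and 1.53 for the higher of the libraries, where mixing was to give over 2 in both. The NF-kB consensus was enriched in regions gained in CAMA1 (odds ratio 3.19) and in MDA-MB-231 (4.56), which does not tell whether NF-kB accounts for the difference. The spread within CAMA1 was estimated from 2 libraries per group and shared with the other lines. Neither the difference between the counts nor a higher dose in CAMA1 was tested.

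The third pattern is that regions gained in both TNBC lines also gained peaks in ER-positive lines, by 30.2 points. Longer ER-positive TWEAK lists are argued against, since regions variable in the TNBC lines rose by 5.30 points in the same libraries. TNBC material from MDA-MB-231 or Hs578T in the ER-positive TWEAK libraries is argued against, since regions specific to MDA-MB-231 rose by 3.91 points and those specific to Hs578T by 1.63 points. A response to TWEAK shared by the subtypes may therefore be a hypothesis; it was found and tested on the same data, and the exact p of 0.0556 is the smallest that 36 relabellings can give.

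Other splits of the same libraries into groups of the same sizes were fitted. For the TNBC lines 100 of 200 possible splits were fitted. The real one, with 1671 territories, was the 1 that reached that count and the highest other gave 461, so such a count was rare among the splits fitted. For the difference between subtypes 1 of 100 splits reached 2545 and the highest other gave 1876. These splits exchange treatment within lines, so they exclude chance as the source of any TWEAK effect and do not test a subtype difference. For Hs578T against MDA-MB-231, 6 of 100 splits reached 25, the highest with 332, so chance is not excluded; a count several times the real one points to a structure among these libraries. In MDA-MB-231 the 10 splits are too few for a share under 0.05, with 1 reaching the real count of 144 and a highest other of 1. Of the other splits, 3 part all 3 pairs of library numbers as the real one does (0 to 1 calls) and 6 part 1 pair (0 calls). In Hs578T the 10 splits are too few as well, with 1 reaching the real count of 2422 and a highest other of 1904. That split set untreated library 1 and TWEAK libraries 1 and 3 against the rest, which follows the overlap with MDA-MB-231 (Jaccard index 50.8, 45.4 and 32.4% against 65.7, 65.6 and 53.0%). In the ER-positive lines the 18 splits are too few, with 1 reaching 3262 and a highest other of 2312, and in the untreated comparison the 3 splits are too few, with 1 reaching 5398 and a highest other of 76.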

How the results depend on the processing

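Equal covered length, leaving out pairs of untreated Hs578T libraries, list tests without scaling or after quantile normalization and motifs in single lines were chosen only after the results were seen. Over 467 results and 9552 alternative values, 8187 kept their direction and side of the threshold (or a count within 1.5 times), 1123 were weaker, 49 stronger, 55 reversed and 138 moved. For single genes 7443 of 8588 were the same (86.7%), 1068 weaker, 28 stronger and 49 reversed, and for the lists that passed camera 126 of 174 (72.4%) with 48 weaker. The NF-kB enrichment in regions gained in both TNBC lines and the rise of TNBC-gained regions in ER-positive lines kept their direction under each alternative run. A peak missed in a shallow library cannot be told from an unmarked region. With 1 library left out, an arm of 2 holds a lone sample, which was assumed to vary like the other groups. The replicate block ended calls of named genes in the TNBC comparison (17 of 77), MDA-MB-231 (8 of 24), Hs578T (6 of 39), MCF7 (2 of 40), CAMA1 (1 of 51) and the untreated comparison (1 of 29). It ended 4 list calls, given beside them, while markers of other lineages passed camera with it in MDA-MB-231 (adjusted p = 0.0494; 0.0199 to 0.293 over the alternatives) and Hs578T (0.0227; 0.0227 to 0.427). It changed no other list call, and the counts it moved follow. All alternatives fixed in advance were run. For the values that follow the cause was not tested, except that leaving out libraries or lines leaves fewer samples in the fit.

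The values that crossed a threshold, turned sign or moved by over 1.5 times were these. With territories limited to 25 kb, the NAMPT difference was −0.20 (CAMA1), −0.0750 (MCF7), 0.70 (TNBC), 0.83 (between subtypes). BACH1 (0.17, ER-positive), BACH2 (−0.22, MCF7), IFI44 (−0.0402, TNBC), IFI44 (−0.0973, between subtypes), KIF18A (−0.00926, ER-positive), NADSYN1 (−0.29, TNBC), NNT (−0.28, TNBC), PLCE1 (0.11, MCF7) turned sign. Against all regions of the TNBC lines as background, promoter-proximal shares, in points over background, were −7.86 (gained regions) and −10.4 (lost regions). With array weights, whose estimation did not converge (weight 40.1 for Hs578T TWEAK library 1), territories called were 7207 (TNBC), 757 (MDA-MB-231), 9678 (Hs578T), 504 (MCF7), 5629 (between TNBC lines). The NAMPT difference was 0.75 (Hs578T), 0.79 (MDA-MB-231). The sign turned for KIF18A (−0.19, TNBC). With a central window of 1000 bp, the AP-1 difference in lost regions, in points, was −2.50. With distal peaks alone, the NAMPT difference was 1.54 (MCF7). The sign turned for IL32 (−0.0772, TNBC). At equal covered length, territories called were 933 (TNBC), 1228 (Hs578T), 236 (MCF7), 1986 (CAMA1), 1534 (ER-positive), 1402 (between subtypes), 207 (between TNBC lines), 3153 (untreated comparison). The NAMPT difference was −0.53 (ER-positive), 0.36 (TNBC). CCNB1 (0.30, TNBC), CD44 (−0.13, MCF7), CRACDL (1.06, between TNBC lines), IL11 (0.0197, TNBC), ITGA5 (1.82, between subtypes), JUN (0.0915, TNBC), KIF18A (−0.33, TNBC), MAFG (0.0737, ER-positive), MAP3K14 (0.22, TNBC), NNT (−0.47, TNBC), TNFRSF12A (0.0763, ER-positive), TOP2A (0.19, TNBC) turned sign. With lists of equal length, territories called were 57 (between TNBC lines). Lists past camera were 5 (Hs578T), 2 (between TNBC lines). Regions gained were 1452 (Hs578T), 2902 (MCF7). Regions lost were 953 (Hs578T), 594 (MCF7). Regions lost in both were 58 (ER-positive). Shares of gained regions, in points over background, were 10.0 (gene body), −2.59 (intergenic), −7.44 (promoter-proximal). Those of lost regions were 5.18 (gene body), 8.78 (intergenic), −13.96 (promoter-proximal). With an estimated correlation, lists past camera were 0 (CAMA1), 1 (ER-positive), 0 (Hs578T), 0 (between TNBC lines), 0 (MCF7), 0 (MDA-MB-231), 0 (TNBC), 0 (between subtypes). Over the gene body with 50 kb flanks, territories called were 3345 (TNBC), 70 (MDA-MB-231), 5406 (Hs578T), 38 (between TNBC lines). ADAM12 (0.11, TNBC), COL4A2 (−0.0906, CAMA1), FOSL1 (−0.0717, MCF7), FOSL1 (0.00649, TNBC), IL32 (−0.0404, TNBC), MAFG (0.12, ER-positive), RELB (−0.25, TNBC), TRPV4 (0.0524, MDA-MB-231) turned sign. With no filter, territories called were 89 (between TNBC lines). Without scaling, territories called were 84 (MDA-MB-231), 357 (between TNBC lines). Lists past camera were 1 (between subtypes). The NAMPT difference was 0.86 (Hs578T), 0.92 (MCF7). JUN (0.0284, ER-positive), JUN (0.0128, TNBC), MAFG (0.16, ER-positive), TNFRSF12A (0.0763, ER-positive) turned sign. With only the compared lines, territories called were 232 (MDA-MB-231), 106 (Hs578T), 0 (MCF7), 2082 (ER-positive), 15 (between TNBC lines). With a 50% overlap, regions gained in both were 254 (ER-positive), 162 (TNBC). Regions lost in both were 117 (TNBC). With a pseudocount of 4 kb, territories called were 38 (between TNBC lines). After quantile normalization they were 57. The sign turned for KIF18A (−0.0151, ER-positive). With clusters ranked by covered length, super-enhancer-like clusters gained were 1 (TNBC both) and lost 3 (ER-positive both), 2 (TNBC both). With replicate number as a block, territories called were 52 (MDA-MB-231), 7 (between TNBC lines). Lists past camera were 1 (between subtypes). With stitching within 5 kb, super-enhancer-like clusters gained were 14 (ER-positive both), 12 (TNBC both) and lost 3 (ER-positive both). With the stricter peak threshold, territories called were 1030 (TNBC), 2367 (CAMA1), 89 (between TNBC lines). Regions gained were 4395 (CAMA1), 2544 (MCF7), 549 (MDA-MB-231). Regions lost were 2469 (CAMA1), 144 (Hs578T), 38 (MCF7), 471 (MDA-MB-231). Regions gained in both were 272 (ER-positive). Regions lost in both were 9 (ER-positive), 28 (TNBC). The NAMPT difference was −0.63 (ER-positive), −0.22 (MCF7). CRACDL (0.45, between TNBC lines), KIF18A (−0.0838, ER-positive), TBX4 (1.00, MCF7), TOP2A (0.33, TNBC) turned sign. The rise in peak number was 4273. Without untreated Hs578T libraries 2 and 3, territories called were 230 (TNBC), 23 (Hs578T), 1560 (between subtypes), 8 (between TNBC lines). Lists past camera were 0 (between TNBC lines), 4 (between subtypes). Regions lost were 2438 (Hs578T). The NAMPT difference was 0.67 (TNBC). Motifs that differed in gained regions numbered 2. The AP-1 difference in lost regions, in points, was −1.29. Without untreated Hs578T libraries 1 and 2, the NAMPT difference was 0.60 (TNBC). The sign turned for KIF18A (−0.0649, TNBC), and without libraries 1 and 3 too (−0.23, TNBC).

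Leaving out each library in turn gave these lowest and highest values. Territories called ranged over 502 to 4271 (Hs578T), 7 to 860 (between TNBC lines), 17 to 164 (MDA-MB-231), 832 to 3235 (TNBC). Regions gained ranged over 8443 to 15204 (CAMA1), 4202 to 11825 (Hs578T), 6540 to 22586 (MCF7), 918 to 1413 (MDA-MB-231). Regions lost ranged over 5952 to 10124 (CAMA1), 656 to 2021 (Hs578T), 439 to 11488 (MCF7), 1094 to 2169 (MDA-MB-231). Regions gained in both ranged over 619 to 1425 (ER-positive), 246 to 404 (TNBC). Regions lost in both ranged over 27 to 183 (ER-positive), 79 to 241 (TNBC). The NAMPT difference ranged over 0.35 to 0.76 (Hs578T), 0.63 to 1.06 (MDA-MB-231). The rise in peak number ranged over 4049 to 8414 (all lines). The rise in covered length (Mb) ranged over 6.02 to 13.6 (all lines). Among named genes whose sign turned, the ranges were KIF18A −0.15 to 0.16 (TNBC), MAFG −0.11 to 0.0460 (ER-positive), TNFRSF12A −0.25 to 0.0142 (ER-positive).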

Other observations

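The single-line motif counts given here were chosen only after the results were seen. In Hs578T the phosphatase genes DUSP4 (−1.09 ± 0.31) and DUSP6 (−0.51 ± 0.16) and the Sprouty gene SPRY4 (−1.14 ± 0.36) fell, which are feedback inhibitors of the MAPK pathway, and of the JNK and MAPK list 0 rose and 6 fell of 23 (list alone 1 and 7) (camera adjusted p = 0.374). The neighbouring chromosome 9 genes CDKN2A (1.52 ± 0.39), CDKN2B (1.82 ± 0.42) and MTAP (2.63 ± 0.57) rose in the same line. MTAP showed no difference at all in MDA-MB-231, as it would with no peak there (not examined). Copy number and mixed MDA-MB-231 material were not tested as causes. DUSP4, DUSP6, SPRY4, CDKN2A, CDKN2B and MTAP were not called without untreated Hs578T libraries 2 and 3, or without either of them. All but MTAP were not called without TWEAK library 3, nor DUSP6 and SPRY4 without TWEAK library 1.

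In CAMA1 genes of actin-based protrusions went both ways. The formins FMNL3 (3.36 ± 0.36) and FMNL2 (2.12 ± 0.31) and the actin bundler FSCN1 (2.25 ± 0.48) rose, and of the filopodia list 5 rose and 2 fell of 27 (list alone 6 and 5) (camera adjusted p = 0.949). In MCF7 MAF (1.59 ± 0.29) and BACH2 (1.27 ± 0.24) and the invasion genes LAMA3 (1.35 ± 0.21) and PLAUR (1.18 ± 0.20) rose, as did AREG (1.64 ± 0.42). BACH2 was at −0.22 with territories limited to 25 kb.

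In regions gained in 1 line, the AP-1 consensus was more frequent than in variable regions in MCF7 (23.7 against 10.6%), Hs578T (31.5 against 23.8%) and CAMA1 (18.6 against 16.1%), each past Fisher's exact test after adjustment over the motifs.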
